# Mutation of the *RDR1* gene caused genome-wide changes in gene expression, regional variation in small RNA clusters and localized alteration in DNA methylation in rice

**DOI:** 10.1186/1471-2229-14-177

**Published:** 2014-06-30

**Authors:** Ningning Wang, Di Zhang, Zhenhui Wang, Hongwei Xun, Jian Ma, Hui Wang, Wei Huang, Ying Liu, Xiuyun Lin, Ning Li, Xiufang Ou, Chunyu Zhang, Ming-Bo Wang, Bao Liu

**Keywords:** Gene expression, Epigenetics, Small RNA, DNA methylation, *RDR1*, *Oryza sativa* L

## Abstract

**Background:**

Endogenous small (sm) RNAs (primarily si- and miRNAs) are important *trans/cis-*acting regulators involved in diverse cellular functions. In plants, the RNA-dependent RNA polymerases (RDRs) are essential for smRNA biogenesis. It has been established that RDR2 is involved in the 24 nt siRNA-dependent RNA-directed DNA methylation (RdDM) pathway. Recent studies have suggested that RDR1 is involved in a second RdDM pathway that relies mostly on 21 nt smRNAs and functions to silence a subset of genomic loci that are usually refractory to the normal RdDM pathway in *Arabidopsis*. Whether and to what extent the homologs of *RDR1* may have similar functions in other plants remained unknown.

**Results:**

We characterized a loss-of-function mutant (*Osrdr1*) of the *OsRDR1* gene in rice (*Oryza sativa* L.) derived from a retrotransposon *Tos17* insertion. Microarray analysis identified 1,175 differentially expressed genes (5.2% of all expressed genes in the shoot-tip tissue of rice) between *Osrdr1* and WT, of which 896 and 279 genes were up- and down-regulated, respectively, in *Osrdr1*. smRNA sequencing revealed regional alterations in smRNA clusters across the rice genome. Some of the regions with altered smRNA clusters were associated with changes in DNA methylation. In addition, altered expression of several miRNAs was detected in *Osrdr1*, and at least some of which were associated with altered expression of predicted miRNA target genes. Despite these changes, no phenotypic difference was identified in *Osrdr1* relative to WT under normal condition; however, ephemeral phenotypic fluctuations occurred under some abiotic stress conditions.

**Conclusions:**

Our results showed that *OsRDR1* plays a role in regulating a substantial number of endogenous genes with diverse functions in rice through smRNA-mediated pathways involving DNA methylation, and which participates in abiotic stress response.

## Background

RNA silencing is an evolutionally conserved gene regulation mechanism in eukaryotes mediated by 20–25 nt non-coding small (sm)RNAs. These smRNAs are processed from double-stranded (ds) or hairpin RNA molecules by Dicer-like (DCL) proteins, and guide RNA-induced silencing complexes to cognate single-stranded RNAs based on sequence complementarity, and result in degradation of the targeted RNAs [1-3]. In plants, there are several different classes of smRNAs, including 20–24 nt micro RNAs (miRNAs) processed by DCL1, 21–22 nt small interfering RNAs (siRNAs) by DCL4 and DCL2, and the 24 nt heterochromatin-associated siRNAs by DCL3. miRNAs play an important role in plant development by directing posttranscriptional gene silencing (PTGS) of regulatory genes such as those encoding transcription factors. Similarly, 21–22 nt siRNAs guide the degradation of viral RNAs as well as some endogenous mRNAs and are important for plant defense against viruses and for some aspects of plant development [4-6]. Unlike these PTGS-associated smRNAs, the 24 nt siRNAs are associated with RNA-directed DNA methylation (RdDM), a plant-specific *de novo* DNA methylation pathway required for transcriptional silencing of transposable elements and other DNA repeats to maintain genome stability [7-10].

The biogenesis of siRNAs in plants requires the activity of RNA-dependent RNA polymerase (RDR), which converts single-stranded RNAs to dsRNA precursors of siRNAs. The dicot model plant *Arabidopsis thaliana* has six *RDR* genes, i.e., *RDR1*, *RDR2*, *RDR3a*, *RDR3b*, *RDR3c* and *RDR6*[11], of which three RDRs (*RDR1*, *RDR2* and *RDR6*) are shown to play roles in the RNA silencing pathways. *RDR2* is required for 24 nt siRNA biogenesis and therefore involved in the canonical RdDM pathway [7-9]. *RDR6* is involved in the production of the endogenous 21 nt *trans*-acting siRNAs and also essential for sense transgene-induced PTGS [12,13]. Both *RDR6* and *RDR2* are also involved in viral siRNA accumulation in infected *Arabidopsis plants*[14-16]. The function of *RDR1* in RNA silencing is less understood, but recent studies have shown that it is involved in siRNA biogenesis from a subset of RNA viruses [17-19]. Furthermore, *rdr1* mutant of *Arabidopsis* showed loss of DNA methylation in a subset of genomic loci in comparison to wild-type *Arabidopsis* plants [20,21], suggesting that *RDR1* plays a role in the recently identified non-canonical, 21 nt siRNA-directed RdDM pathway [20,21]. However, the function of *RDR1* in gene regulation from a genome-wide perspective has not been investigated in any plant.

In contrast to *Arabidopsis* that has six *RDR* genes, the RDR family of rice (*Oryza sativa* L.), a model plant for monocots, contains only three members, namely *OsRDR1*, *OsRDR2* and *OsRDR6*[11,22,23]. A previous study showed that *OsRDR1* has a similar function to its counterparts in *Arabidopsis* and tobacco (*Nicotiana tabacum*) in PTGS-based silencing of certain RNA viruses, such as Bromovirus [6,19,24]. To investigate if *OsRDR1* plays a role in regulation of endogenous genes in rice, we characterized a loss-of-function mutant of *OsRDR1* derived from a disruptive LTR retrotransposon (*Tos17*) insertion into the 2nd exon of the gene. We investigated genome-wide changes in gene expression and smRNA profiles, localized changes in DNA methylation, and phenotypes under normal and several abiotic stress conditions in this rice *rdr1* mutant.

## Results

### Characterization of the *rice RDR1* mutant (*Osrdr1*)

We obtained a LTR retrotransposon *Tos17*[25] insertion line for *OsRDR1* (accession number H0643) from the *Tos17* insertion mutant library of rice cv. *Hitomebore* (http://www.cns.fr/spip/Oryza-sativa-retrotransposon-Tos17.html). Molecular characterization identified H0643 as heterozygous for a *Tos17* insertion into the second exon of *OsRDR1* (Figure 1a). We obtained the homozygous mutant (*OsRDR1*−/− or *Osrdr1*) and its sibling wild type (WT) plants by selfing of the heterozygous plant (*OsRDR1*+/−) for five successive generations. In each generation, the three kinds of genotypes, WT, heterozygote and homozygous mutant, were selected based on locus-specific PCR amplifications (Figure 1a). Both the heterozygous and homozygous plants for *OsRDR1* showed no discernibly altered phenotypes in the entire growth and developmental period over multiple generations under normal field conditions (Figure 1b). Semi-quantitative and real-time quantitative (q)RT-PCR analyses confirmed that the homozygous *OsRDR1* mutant (*Osrdr1*) had a complete loss of *OsRDR1* expression in shoot-tip tissue wherein the gene was highly expressed in WT plants (Figure 1c). This indicated that the exonic insertion of *Tos17* knocked out the expression of *OsRDR1*, and hence, abolished its function.

**Figure 1:**
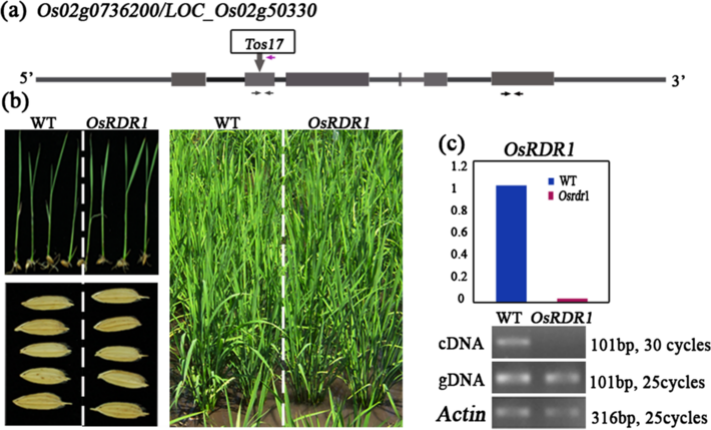
***OsRDR1 *gene expression is abolished in the *Tos17 *insertion mutant *Osrdr1*. (a)** Structure of the *OsRDR1* locus with the *Tos17* insertion into the 2nd exon (vertical arrows). Heterozygous/homozygous individuals were selected based on PCR which primers were indicated by the purple arrows while primers for *OsRDR1* expression analysis were indicated by black arrows. **(b)** Germinated seedling, paddy-field-grown plant and kernel phenotypes of wide-type (WT) and *Osrdr1*. **(c)** Relative to WT, *OsRDR1* expression was silenced in shoots of *Osrdr1*, as evidenced by both qRT-PCR (top) and semi-quantitative RT-PCR (bottom) amplifications with gene-specific primers downstream of the *Tos17* insertion (horizontal arrows). Genomic DNAs were used as positive controls.

### Genome-wide changes in gene expression in *Osrdr1*

We profiled the transcriptome of shoot-tip tissues between *Osrdr1* and its sibling WT plants using the Affymetrix GeneChip Rice® Genome Array (The Affymetrix, Inc. Santa Clara, CA, USA). 

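Shoot tips of young seedlings of *Osrdr1* and of its sibling WT were compared, with 3 arrays for each genotype. Seeds of the japonica variety Hitomebore stood in water in the dark for 2 days at 28 °C, and the seedlings then grew for about 48 h in a greenhouse at 26 °C with 16 h of light and 8 h of darkness, so the tissue was taken soon after its exposure to light. Each array was hybridized with biotin-labelled cRNA made from 6 µg of total RNA of 1 biological replicate. The authors processed the scans in Affymetrix Expression Console with RMA, which corrects the background, equalizes the quantiles of the arrays and summarizes the probes of a probe set on the log2 scale. The table used here is their output, with 1 log2 value per probe set and array. The median value of an array lay between 4.87 and 4.96, and values ran from 2.97 to 14.71. Neither detection calls nor probe values were used here. The authors' normalization makes arrays comparable only if the total of mRNA per cell is alike in both genotypes.
From these values, the genotypes were compared for 57258 probe sets with limma, after 123 control probe sets were left out. The fit had 4 residual degrees of freedom and gained 3.32 from the spread shared by all probe sets. Genes were called different at a Benjamini-Hochberg adjusted p under 0.05 with no minimum fold. A gene's name came only from probe sets matched to 1 gene, which were 22436 of those tested. They stand for 17905 genes, of which 2440 carry a name rather than a locus number alone. *OsRDR1* itself was not among the genes that could be matched to a probe set, so the arrays give no check of the genotype labels here. The number of arrays limits the precision. In simulated arrays with the spread of the real ones and 200 independent probe sets changed, limma recovered 71% of those changed by 1 on the log2 scale and 96% of those changed by 2. Most differences called on the real arrays were smaller than 1 (medians 0.68 and -0.58), so these shares do not give the recovery there.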

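Transcripts of leaf metabolism and of RNA silencing were read in the shoot tips. The small subunit of Rubisco (OsrbcS) had a log2 value of 13.2 ± 0.14 (SD, n = 3) in WT, and catalase A (CAT-A), which removes peroxide in peroxisomes, had 13.16 ± 0.17 (SD, n = 3). Of the argonautes of the RNA silencing machinery, AGO1B had 11.2 ± 0.06, AGO4A 10.99 ± 0.18 and AGO14 3.88 ± 0.07 in WT (SD, n = 3 for each). Such values differ between probe sets partly because probes bind unequally, so they are compared only between arrays. The table of normalized values lists 57381 probe sets, the control probe sets included, and holds a value for every probe set on every array. Of the probe sets that could be tested, 34727 are not matched to a gene by the tables used here and 95 are matched to several. Without detection calls, a value near the bottom of the scale cannot be told from background.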

After normalization of the microarray data, we detected 57,381 expressed genes in the shoot-tip tissue of rice. 

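More probe sets were higher than lower in *Osrdr1*. At an adjusted p under 0.05 from limma, 901 were higher and 290 were lower, and 56067 did not pass the test. The called differences were mostly small, with a median log2 fold change of 0.68 among those higher and -0.58 among those lower. The largest increase among the called genes with a name was that of JAZ11, a repressor of jasmonate signalling, at 8.99 ± 0.60 in *Osrdr1* and 7.15 ± 0.30 in WT on the log2 scale (SD, n = 3), with a log2 fold change of 1.84 (standard error 0.29, adjusted p = 0.0316 from limma). ACO1, which catalyses the last step of ethylene synthesis, rose by 1.17 (standard error 0.12, adjusted p = 0.0114 from limma).
Also among the 12 named genes with the largest increases were LIR1, a light-induced protein (log2 fold change 0.98), NDH-M, a subunit of the chloroplast NADH dehydrogenase-like complex (0.93), OsPSY2, a phytoene synthase of carotenoid synthesis (0.90), and Osnph1b, a phototropin (0.87). PEX11-4, which acts in the division of peroxisomes, rose by 1.06 (standard error 0.07) and is among the 14 probe sets with the lowest adjusted p (0.00758 from limma). The rest of these genes are the phospholipase pla2-II (1.06), the phenylalanine ammonia-lyase PAL06 (1.00), the zinc transporter OsZIP4 (0.94), the calmodulin-like CML1 (0.89) and the kinase MPK7 (0.88).
The largest decrease among the called genes with a name was that of the aquaporin PIP2-4, from 9.86 ± 0.63 in WT to 7.01 ± 0.16 in *Osrdr1* (SD, n = 3). Its log2 fold change was -2.85 (standard error 0.28, adjusted p = 0.0111 from limma). OSH71, a knotted-type homeobox gene of the shoot meristem, followed with a log2 fold change of -2.43 (standard error 0.45, adjusted p = 0.0457 from limma). Also lower were G1L1 (-1.10), the YABBY gene OsYAB3 (-1.07), the auxin-conjugating enzyme GH3-8 (-1.01) and the D-type cyclins CYCD5-1 (-0.69) and CYCD3-2 (-0.67). MAKIBA3 (-1.02), the glucanase OsGLU13 (-0.94), OsCASPL3A1 (-0.66), the zinc transporter OsZIP3 (-0.65) and the nicotianamine aminotransferase NAAT1 (-0.63) complete the 12 with the largest decreases. In *Osrdr1* CYCD5-1 (4.39) and NAAT1 (4.83), and OSH71 on 2 of 3 arrays (4.73 and 4.42), lay below the median of the arrays and are not known to be above background, so these sizes are not exact. Among the RNA-dependent RNA polymerases that the paper names, OsRDR2 had a log2 fold change of -0.51 (adjusted p = 0.334 from limma) and SHL2, which is RDR6, had -0.20 (adjusted p = 0.391 from limma).
In all 1191 called probe sets, the 3 values of one genotype lay above the 3 of the other, which a call with so few arrays nearly requires. Among all probe sets tested 18.9% were separated in this way, where chance gives 10%. Higher probe sets made up 75.7% of the calls, against 85.3% (1041 higher, 180 lower) with arrays centred on their medians and 60.6% (963 higher, 626 lower) after another quantile normalization. Leaving out 1 array gave 0 calls from limma without *Osrdr1* replicate 1 or without *Osrdr1* replicate 3 (6345 and 6426 probe sets at an unadjusted p under 0.05), 1 higher and 0 lower without WT replicate 1 (7358 at an unadjusted p under 0.05), 140 higher and 21 lower without *Osrdr1* replicate 2, 159 higher and 22 lower without WT replicate 2, and 801 higher and 419 lower without WT replicate 3.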

The expression levels of 22,419 genes were conserved between *Osrdr1* and WT, but 896 and 279 genes showed significant up- and down-regulation in *Osrdr1*, respectively (Figure 2a). 

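By camera, genes of greening were higher in *Osrdr1* as groups and genes of dividing cells lower. Of 36 gene lists, 4 were called higher and 4 lower by camera at an adjusted p under 0.05 (Benjamini-Hochberg over the lists), 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 5 by fry. The lists held only genes with a name, which 2440 of the 17905 measured genes have, so they can miss measured members. All 16 named genes of chlorophyll synthesis had positive log2 fold changes, with a median of 0.30 (adjusted p = 9.26e-08 from camera, adjusted p = 0.594 with an estimated correlation). Called higher among them by limma were PORA, a protochlorophyllide reductase (log2 fold change 0.72), and CAO, which makes chlorophyll b (0.66), and 14 were higher when adjusted over the list alone. All 9 named genes of photosystems and light harvesting had positive values with a median of 0.24 (adjusted p = 0.00103 from camera, adjusted p = 0.618 with an estimated correlation). None of these 9 was called by limma over all probe sets, while 9 were at an unadjusted p under 0.05 and 9 were higher when adjusted over the list alone. For scale, 5105 of all 17905 genes were at an unadjusted p under 0.05 when limma was fitted with 1 probe set per gene.
Enzymes of phenylpropanoid and terpenoid synthesis, 37 genes, had a median of 0.28 (adjusted p = 0.00103 from camera, adjusted p = 0.611 with an estimated correlation). PAL06 and the cinnamyl alcohol dehydrogenase OsCAD6 (0.79) were called higher, none was called lower, and 12 were higher when adjusted over the list alone. The 7 named genes of the circadian clock had a median of 0.26 (adjusted p = 0.0169 from camera, adjusted p = 0.611 with an estimated correlation). None was called by limma over all probe sets, 5 were at an unadjusted p under 0.05 and 5 were higher when adjusted over the list alone. The list's adjusted p was 0.0598 without *Osrdr1* replicate 2.
Histones and cell division genes, 97 with a name, had a median of -0.19 (adjusted p = 6.22e-08 from camera, adjusted p = 0.671 with an estimated correlation). Of these, 6 were called lower and none higher (29 lower and 1 higher when adjusted over the list alone). Besides 2 D-type cyclins these are CDKB2-1, a kinase of mitosis (log2 fold change -0.51, standard error 0.07, adjusted p = 0.0229 from limma), the B-type cyclin CYCB2-1 (-0.46) and the kinesins KIN10C (-0.63) and KIN14Q (-0.49). The meristem gene OSH1, chosen after the called genes were seen and read on 2 probe sets, had log2 fold changes of -2.48 (adjusted p = 0.162 from limma) and -1.83 (adjusted p = 0.0617 from limma) in the same tissue, sizes that are not exact since some *Osrdr1* values lay below the median of the arrays. The 10 growth-regulating factors, targets of miR396, had a median of -0.33 (adjusted p = 0.00103 from camera, adjusted p = 0.611 with an estimated correlation). OsGRF5, listed as grf3, was called lower (-0.60), and 7 were lower when adjusted over the list alone. The 26 named genes of the cytosolic ribosome had a median of -0.13 (adjusted p = 0.00117 from camera, adjusted p = 0.507 with an estimated correlation). None of them was called by limma. At an unadjusted p under 0.05, 5 were lower and 3 higher, together a share close to that of all genes (5105 of 17905 with 1 probe set per gene). When adjusted over the list alone, 1 was higher and 0 were lower.
The RNA silencing list held 26 genes (argonautes, Dicer-like proteins, their partners and RNA-dependent RNA polymerases) and had a median of -0.13 (adjusted p = 0.0169 from camera, adjusted p = 0.618 with an estimated correlation). None of them was called by limma, and 0 were called when adjusted over the list alone. At an unadjusted p under 0.05, 9 were lower and 1 higher, where 5105 of all 17905 genes passed with 1 probe set per gene. Without WT replicate 3 the list's adjusted p was 0.0868. No table of GO categories was used here, and the lists stand in their place.
Called genes were enriched in 1 of the 36 lists by Fisher's exact test. Of 11 peroxisome genes, 5 were called higher and 0 lower, where 120 of 2440 named genes were called (odds ratio 16.8, adjusted p = 0.00347, two-sided), and the same 5 passed when adjusted over the list alone. The list as a whole, with 6 positive and 5 negative log2 fold changes and a median of 0.10, was not called by camera (adjusted p = 0.106, adjusted p = 0.618 with an estimated correlation) but was called by fry (adjusted p = 0.00589). The called genes are PEX11-4, PEX11-1 (0.60), CAT-A (0.66), and the glycolate oxidases OsGLO1 (0.61) and OsGLO5 (0.60) of photorespiration. The enrichment did not pass with the dimmer probe sets left out, where 5 of 10 peroxisome genes and 219 of 2106 named genes were called (two-sided Fisher's exact p = 0.00189 before adjustment, adjusted p = 0.0681), nor at an unadjusted p with 2-fold, where 1 of 11 and 21 of 2440 were called (Fisher's exact p = 0.0909 before adjustment).

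**Figure D1:**
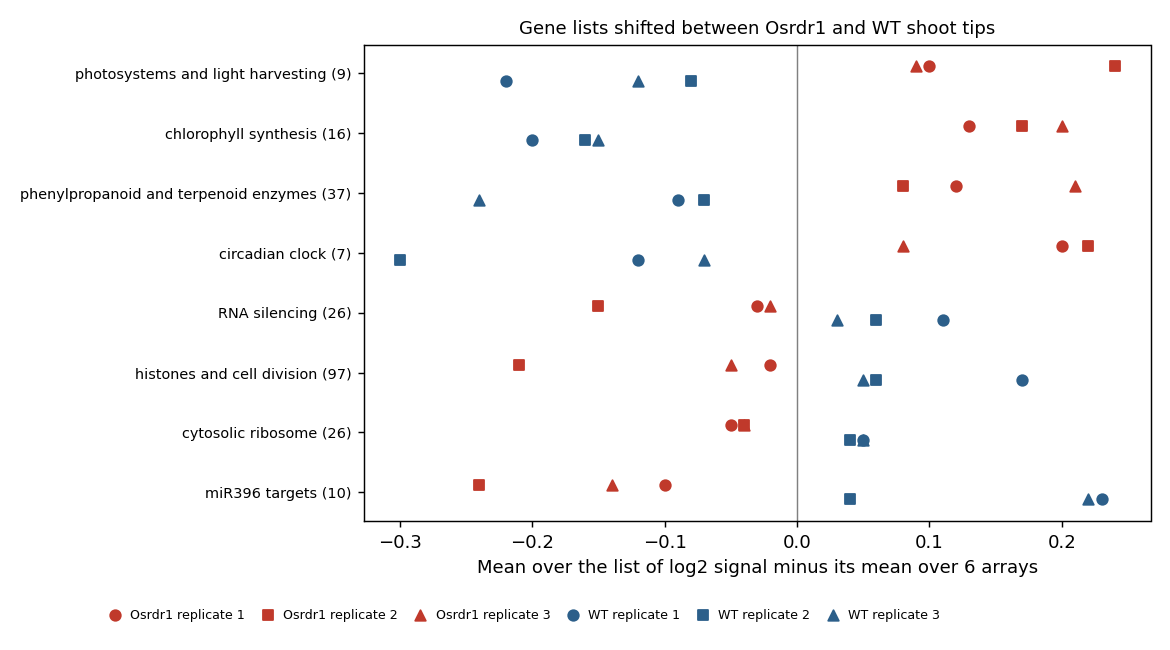
Position of each array for the 8 shifted gene lists, as the mean over a list's genes of the log2 signal minus the gene's mean over the 6 arrays (horizontal axis, log2 units). Each point is 1 array, red for *Osrdr1* and blue for WT, and the number of genes is given after the list's name. In every list shown the 3 *Osrdr1* arrays lie on one side of the 3 WT arrays, from -0.24 to -0.10 against 0.04 to 0.23 for the miR396 targets and from 0.13 to 0.20 against -0.20 to -0.15 for chlorophyll synthesis. The lists were picked because camera called them shifted, so this separation adds no evidence of its own.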

A Gene Ontology (GO) category analysis of these 1,175 differentially expressed genes showed that they were enriched in a variety of GO categories (Figure 2b). However, these 1,175 differentially expressed genes were found to distribute non-randomly across the 12 rice chromosomes (P = 2.2E-16, based on Chi square test). For example, chromosomes 1, 2 and 3 contained significantly more distributions than the rest chromosomes (Figure 2c). It is also clear from the data that within a given chromosome, the distribution is also nonrandom, for example, the distributions are almost exclusively confined to the long arms of chromosomes 4 and 8 and 9 relative to their respective short-arms (Figure 2c).

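Called genes lay on all 12 chromosomes at nearly the same rate. Of 17903 tested genes with a place on chromosomes 1 to 12, each read on its brightest probe set, 817 were differentially expressed, which is 4.56%. The share ran from 3.78% on chromosome 11 (32 of 846 genes) to 4.89% on chromosome 3 (120 of 2456 genes). Chromosome 1 held 119 called genes where its number of tested genes gives an expectation of 121, and chromosome 2 held 96 where 97 were expected. The chi-square statistic was 2.54 with 11 degrees of freedom (p = 0.996, and p = 0.996 from 100000 random draws of as many tested genes). Genes higher in *Osrdr1* gave 4.58 (permutation p = 0.951) and genes lower gave 7.47 (permutation p = 0.763). If every chromosome is instead expected to hold the same number of called genes, whatever its number of tested genes, the statistic is 141 (permutation p = 1e-05, the smallest that the draws can give). From its own chi-square test, whose expected numbers the paper's text does not name, the paper concludes that the distribution over the chromosomes is not random.

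**Figure D2:**
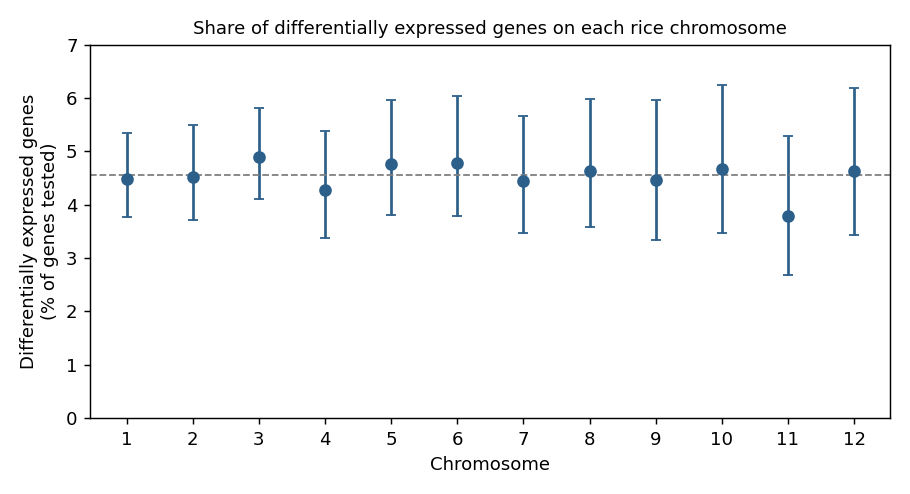
Differentially expressed genes in percent of the genes tested on each of the 12 rice chromosomes (vertical axis), with 95% Wilson intervals as bars and the share over all chromosomes as a dashed line. The share on every chromosome has an interval that holds 4.56%, and chromosome 11, with 3.78%, has an interval from 2.69% to 5.29%.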

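Chromosomes 1, 2 and 3 held 335 of the 817 called genes, and the other 9 chromosomes held 482. The first group also carries many of the genes that the arrays measure. Of its 7230 tested genes 4.63% were called, and of the 10673 on the other chromosomes 4.52% were called (odds ratio 1.03, two-sided Fisher's exact p = 0.715). On these chromosomes *Osrdr1* had higher signal for 94, 74 and 88 of the called genes and lower signal for 25, 22 and 32. By chromosome, the smallest Fisher's exact p of the 12 against the rest was that of chromosome 11 (p = 0.31, adjusted p = 1 over the 12 tests). Among the named genes called, JAZ11, OsGLO1 and MAKIBA3 lie on chromosome 3, LIR1 and CML1 on chromosome 1, and PAL06 and G1L1 on chromosome 2.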

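On chromosomes 4 and 8, called genes were spread over both arms much as the tested genes are. The long arm of chromosome 4 held 58 called genes of 1390 tested (4.17%) and its short arm 9 of 179 (5.03%), an odds ratio of 0.822 (two-sided Fisher's exact p = 0.557). On chromosome 8, 37 of 730 genes of the long arm (5.07%) and 19 of 476 of the short arm (3.99%) were called, an odds ratio of 1.28 (Fisher's exact p = 0.405). On chromosome 9, no tested gene fell in the short arm with the centromere where the paper's map draws it. When the map was laid over the stretch from the outermost tested genes, a choice made after the data were seen, 42 of 915 genes of the long arm (4.59%) and 1 of 47 of the short arm (2.13%) were called (odds ratio 2.21, Fisher's exact p = 0.718, adjusted p = 0.718 over the 3 chromosomes). The centromeres were read by eye from Fig. 2c, at shares of 0.27, 0.45 and 0.1 of the length of chromosomes 4, 8 and 9. OsYAB3, NDH-M and PEX11-4 are among the called genes of chromosome 4, OsZIP4 and CDKB2-1 among those of chromosome 8, and ACO1 and CYCD3-2 among those of chromosome 9.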

**Figure 2:**
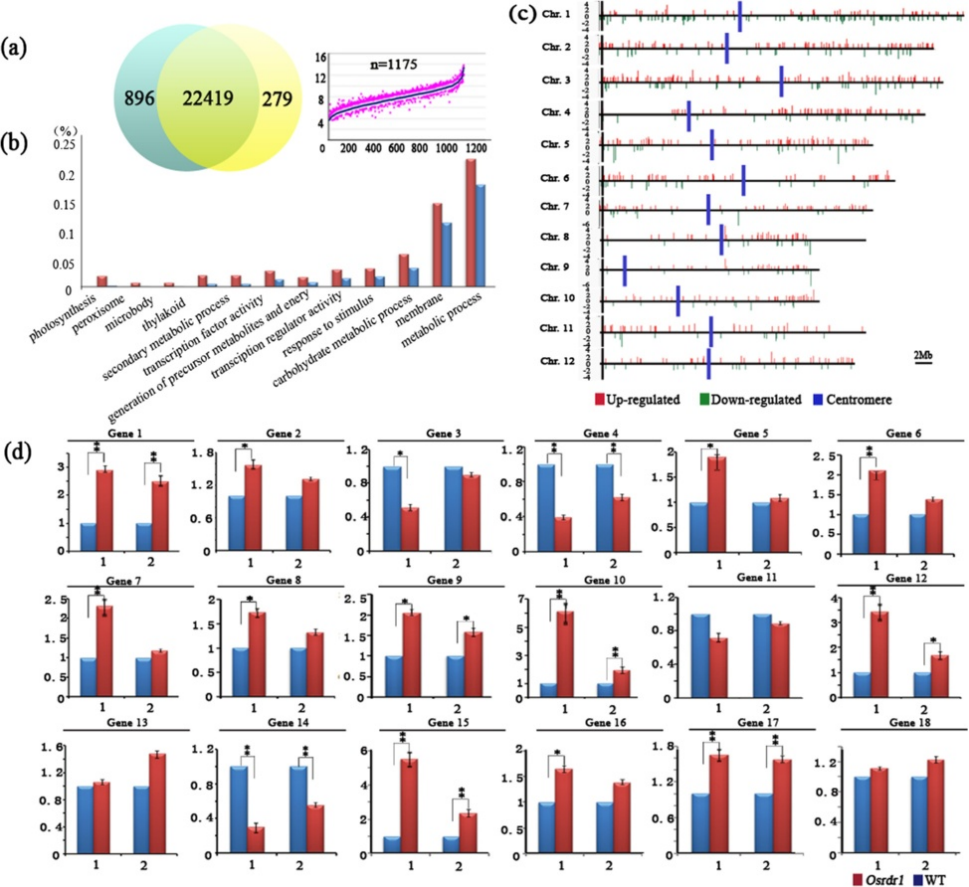
**Effects of null mutation of *OsRDR1 *on global gene expression in rice. (a)** A summary of microarray analysis showing the total number of genes detected and the number of differentially expressed genes in WT and *Osrdr1*. **(b)** Gene Ontology (GO) category analysis of the 1,175 differentially expressed genes between WT and *Osrdr1* . The *y*-axis is the percentage of genes mapped by the GO category terms: the percentages were calculated by the number of *Osrdr1* vs. WT differentially expressed genes divided by the total number of genes mapped to the particular GO category. The *x*-axis is the GO category terms which were ordered by their relative abundance (total number of expressed genes in the shoot-tip tissue of rice are 45,078). The blue bars denote percentages for each category of all the annotated genes, and the red bars denote percentages of the GO categories of all the expressed genes. **(c)** Distribution of the 1,175 *Osrdr1* vs. WT differentially expressed genes across each of the 12 the rice chromosomes (horizontal lines). The red columns above and the green columns below the chromosomes represent up- and down-regulated genes in *Osrdr1* vs. WT, respectively. The *y*-axis indicates fold changes in gene expression between *Osrdr1* and WT. The vertical blue bars denote for centromeric regions. **(d) **Validation of the microarray results by qRT-PCR, where the blue and red columns represent WT and *Osrdr1*, respectively. Numbers 1 and 2 below each gene represents data of microarray and qRT-PCR results, respectively. Statistical significance at that *P* <0.05 and *P* <0.01 levels is marked by one or two asterisks.

The highly reproducible microarray profiles among three biological replicates for both *Osrdr1* and its WT sibling plants testified reliability of the data and their analysis. 

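Arrays of one genotype were nearly alike over all probe sets tested, and so were arrays of different genotypes. Pearson's r across probe sets, which are not independent replicates, was 0.9959 to 0.9976 between *Osrdr1* arrays, 0.9908 to 0.9961 between WT arrays and 0.9903 to 0.995 between genotypes. Genes differed in how steady they were. PEX11-4 had an SD of 0.01 among the *Osrdr1* arrays, while the meristem gene OSH1 had SDs of 1.32 in *Osrdr1* and 1.09 in WT on its brighter probe set and 0.59 and 0.65 on the other (n = 3 each). Of the 6 genes in the list of the response to low oxygen, 4 were higher by over 1 on the log2 scale in WT replicate 2 than on any other array, a comparison chosen after the values were seen. A pyruvate decarboxylase gene (PDC) had a log2 value of 8.55 there and 3.74 to 4.13 on the other 5 arrays, and Adh2, an alcohol dehydrogenase, had 9.36 there and 6.23 to 7.4 elsewhere. The other 2, also pyruvate decarboxylase genes, had 12.32 there and 11.87 to 12.25 elsewhere, and 5.49 there and 5.49 to 5.85 elsewhere. Probe sets more than 2-fold away from the mean of the other arrays of their genotype numbered 29, 23 and 23 for *Osrdr1* replicates 1, 2 and 3, and 86, 296 and 477 for WT replicates 1, 2 and 3. WT replicate 3 also had the highest signal of the spiked bacterial control bioB, at 9.2 against 8 to 8.54 on the other arrays, and of 18S rRNA, at 13.06 against 9.85 and 10.19 in WT and 11.9 to 12.47 in *Osrdr1*. For 28S rRNA it had 11.51, against 9.41 and 9.44 in WT and 10.28 to 11.22 in *Osrdr1*. On both rRNAs WT replicates 1 and 2 lay below every *Osrdr1* array, so the rRNA signal partly went with genotype. The cause of these differences was not tested. The log2 difference between the 3′ and 5′ probe sets of actin, a sign of RNA quality, was 2.23 to 2.51 on all arrays, and that of Gapdh was 1.75 to 2.03. The 3′ end thus read higher on every array, and likeness between arrays does not show that the RNA was intact. The labels call the arrays biological replicates without naming separate seedlings or cultures, so the p-values measure the spread between these samples.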

All microarray data have been submitted to the GEO repository under the accession number of GSE58007. To further verify the quality of the microarray data and analysis, we analyzed 18 genes representing both up- and down-regulation in *Osrdr1 vs.* WT, as well as equal expression between the two lines using qRT-PCR assay on the same cDNAs as used for microarray. The qRT-PCR results were highly consistent with the microarray data for almost all the 18 tested genes in levels or at least in trends of expression changes (Figure 2d), confirming reliability of the microarray analysis.

### Alteration in smRNA clusters in *Osrdr1*

Previous studies have established that *RDR1* function is required for biogenesis and/or amplification of some types of RNA virus-related smRNA accumulation in *Arabidopsis*[26] and tobacco (*Nicotiana tabacum*) [27]. These findings promoted us to test whether loss of function of *OsRDR1* may have a general impact on “normal” smRNA abundance in rice, and we investigated this issue by high-throughput smRNA sequencing. Comparison of the 10,398,592 clean smRNA reads from *Osrdr1* with the 9,339,435 reads from its sibling WT (*see* Methods) revealed highly similar profiles in both size distributions and sequence categories of the smRNAs between *Osrdr1* and WT (Figure 3a, b), suggesting that the overall smRNA abundance was not generally affected by the loss of function of *OsRDR1*.

**Figure 3:**
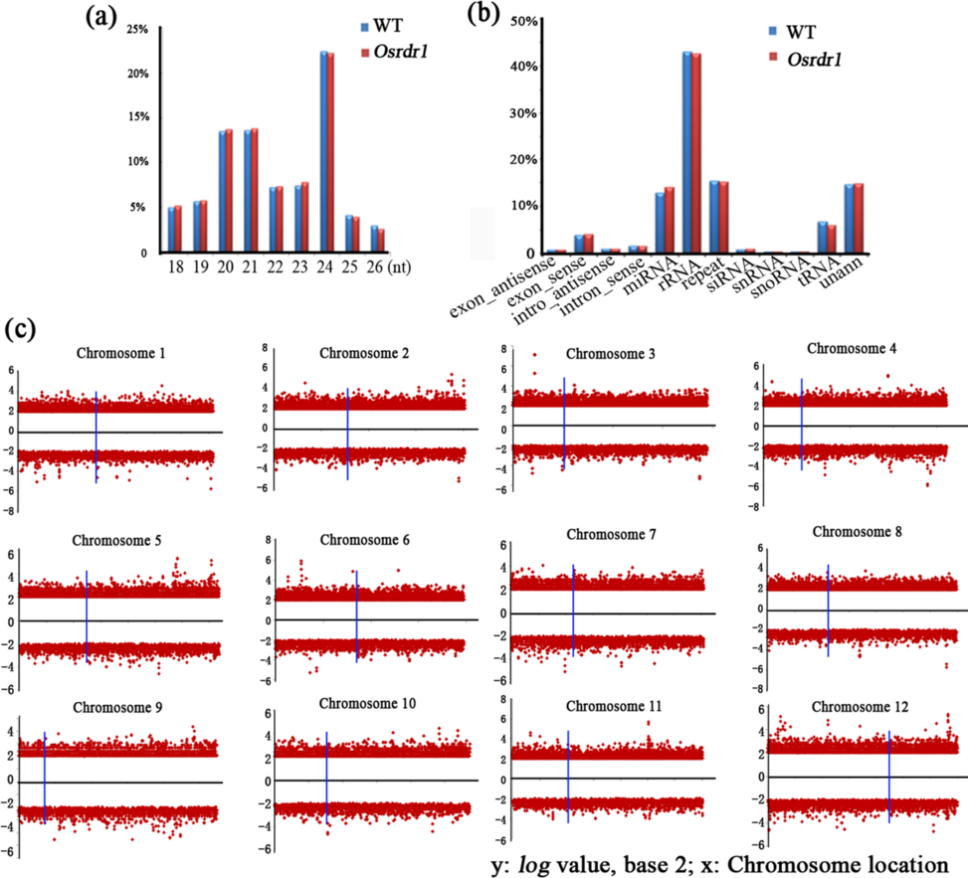
**Effects of null mutation of *OsRDR1 *on genome-wide profiles of smRNAs in rice. (a)** Size distribution of smRNA from *Osrdr1* and WT; **(b)** Categories of smRNAs from *Osrdr1* and WT; the red and blue columns represent *Osrdr1* and WT, respectively. **(c)** Difference of smRNA clusters (RPM) within 100 bp sliding windows across each of the 12 rice chromosomes between *Osrdr1* and WT, where *x* axis is the length of chromosome and *y* axis is the value of different RPMs (log value, base 2). The vertical blue lines denote centromeric regions in each chromosome.

Genome-wide overall similarity in smRNA abundance does not necessitates absence of smRNA fluctuations in localized smRNA clusters, because up- and down-regulated smRNA accumulation can be masked by reciprocal compensation. We thus investigated localized smRNA accumulation between *Osrdr1* and its sibling WT by mapping the cleaned smRNA reads to 100 bp sliding windows (being reflected as smRNA clusters) across each of the 12 rice chromosomes, normalized the reads to Reads per Million (RPM), and then compared the RPM smRNA clusters between *Osrdr1* and WT. Using 4-fold difference as a cut-off threshold, we identified many smRNA clusters with differential abundance between *Osrdr1* and its sibling WT, which were uniformly distributed across the entire length of each chromosome (Figure 3c). Next, we extracted the differentially expressed smRNAs between *Osrdr1* and WT (also based on a cut-off threshold of 4-fold difference) in the size range of 20-24 nt, which should parsimoniously contain all siRNAs, and mapped them to the same 100 bp windows across each chromosome. We found that this subset of differential smRNA clusters also distribute on both arms of each chromosome (Additional file 1), although due to their smaller numbers, we cannot rule out the possibility that the distribution might show “hot spots” within a given chromosome. Taken together, the smRNA sequencing data suggested that loss-of-function mutation in *OsRDR1* caused extensive alterations in smRNA clusters across each chromosome and throughout the genome, but it did not result in marked fluctuations of overall smRNA profiles, probably due to more or less equally increased and decreased abundance of the smRNA clusters which offset each other.

### Altered expression of miRNAs and their target genes in *Osrdr1*

Given the diverse important roles played by miRNAs, we investigated if their accumulation might be affected in the *Osrdr1* mutant*.* Previous computational and cloning studies have identified *ca.* 300 miRNAs from 86 miRNA families in rice [28,29]. Based on this information, we first analyzed the abundance of known rice miRNAs (Osa-miRNAs) (listed in miRBase14.0) in *Osrdr1* and WT. This analysis (Figure 4a, b; Additional file 2) indicated that: (1) majority (90.7%) of the known Osa-miRNAs were expressed equally or nearly so between *Osrdr1* and WT; (2) some miRNAs (5%) showed > 2 fold increased expression in *Osrdr1* relative to WT, with the highest expression ratio reaching 9.0:1 (*t*-test, P < 0.05); (3) some miRNAs (4.3%) showed >2 fold decrease in expression in *Osrdr1* relative to WT, with the lowest expression ratio of 1:6.1 observed for miR167j between mutant and WT (*t*-test, P < 0.05); (4) Osa-miR395p and Osa-miR395s, being from the same miRNA family, showed changes in expression to opposite directions, with an expression ratio of 1:5.6 for osa-miR395p but 4.2:1 for osa-miR395s in mutant vs. WT (*t*-test, P < 0.05). To verify the expression differences based on the smRNA sequencing data, we performed semi-nested qRT-PCR analysis of four miRNAs in mutant and WT. The qRT-PCR results were found consistent with the smRNA sequencing data (Figure 4c), confirming the changes in miRNA expression between *Osrdr1* and WT.

**Figure 4:**
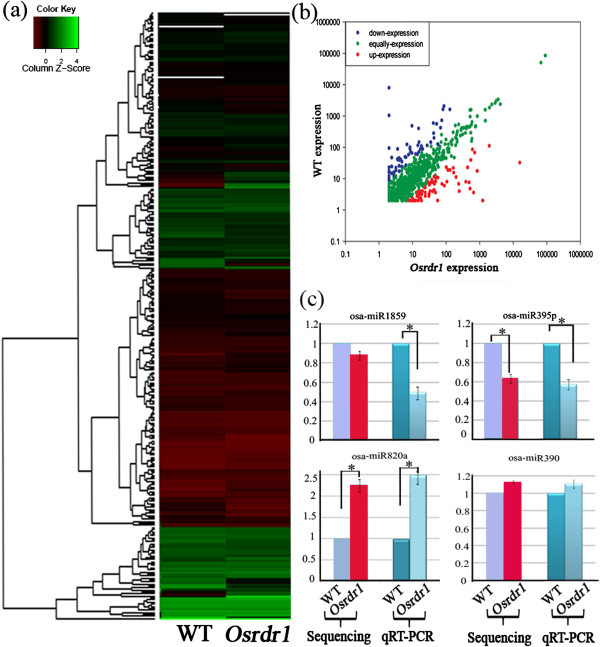
**Effects of null mutation of *OsRDR1 *on abundances of miRNAs in rice. (a)** Expression comparison of known miRNAs between *Osrdr1* and WT. **(b)** Three patterns of expression changes of known miRNAs. The red and blue spots represent up and down-regulated in *Osrdr1*, respectively; the green spots represent no variation between *Osrdr1* and WT. **(c)** qRT-PCR to verify variation of miRNA accumulation between *Osrdr1* and WT. Statistical significance is marked by asterisks.

In addition to the known miRNAs, we identified a total of 10 putative novel osa-miRNAs from the smRNA data of the mutant and WT plants based on prediction of pre-miRNA-like stem-loop structures in sequences surrounding the smRNA sequences in the rice genome (Additional file 3). Three of these novel miRNAs (Osr-miRNA-N5.1, −N5.2 and -N5.3) had an identical mature sequence but corresponded to three independent genomic loci, thereby forming a novel miRNA family. For the putative miRNA Osr-miRNA-N7, smRNA reads were detected from both the 5’ (5p) and the 3’ (3p) half of the predicted stem-loop structure, but the 5p smRNA showed a higher abundance than the 3p smRNA (Additional file 3), indicating that the 5p smRNA is the guide strand (miRNA) whereas the 3p smRNA is the passenger strand (miRNA*) [30]. Like the known miRNAs, these novel miRNAs also showed expression variation between *Osrdr1* and WT, with 3 showing expression only in *Osrdr1*, and 5 showing expression only in WT plants (Additional file 3). Taken together, our results suggest that *OsRDR1* was likely involved in miRNA accumulation in rice.

To investigate if the altered miRNA accumulation in *Osrdr1* relative to WT was associated with changes in miRNA target gene expression, we compared the miRNA expression profiles (abundance) derived from the smRNA sequencing data with the target gene expression levels based on the microarray data. 

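Of 6 gene families that hold miRNA targets, camera called the growth-regulating factors shifted on the arrays, and none with an estimated correlation (adjusted p = 0.611 for the growth-regulating factors). By fry the targets of miR166 were called instead (adjusted p = 0.0295, and 0.0566 for the growth-regulating factors), and camera also called the laccases with the brighter 50% of probe sets only (adjusted p = 0.0188). Without WT replicate 2 camera called both the laccases (adjusted p = 0.0218) and the targets of miR166 (adjusted p = 0.0414). The paper's Table S1 lists 301 miRNA precursors with the log2 of their read numbers, 1 library per genotype, so its values have no replicate error. Those low enough to tell were log2 values of whole read numbers (100% of 216 in WT and 100% of 212 in *Osrdr1*, within 0.02 reads). Whole read numbers carry no correction for library size, and the paper gives more clean reads for *Osrdr1* than for WT. The sign of miRNA ratios near 0, here and below, is therefore not sure. The families were whole textbook gene families, in some of which only part of the genes are targets, not the paper's predicted targets, and the miRNA libraries themselves were not analysed here. By the paper's values, summed reads of miR396 had a log2 ratio of *Osrdr1* to WT of -0.59 over 4 precursors, and the median precursor had 0.13. On the arrays, GRF1 (log2 fold change -0.66, adjusted p = 0.0667 from limma) and GRF7 (-0.50, adjusted p = 0.0517 from limma) stood beside the called grf3, and GRF3 and GRF11 were near 0 (0.04 and 0.03).
Summed reads of miR166 had a log2 ratio of 1.55 over 14 precursors by the paper's values, while the median precursor had 0.05, and the mean log2 fold change of its 5 targets, which set leaf polarity, was -0.20 (adjusted p = 0.0556 from camera). HOX33 had -0.39 (adjusted p = 0.0619 from limma) and none of the 5 was called, with 1 lower at an unadjusted p under 0.05 and 1 lower when adjusted over the list alone. The 9 laccases, a family with targets of miR397 and miR408, had a mean of 0.28 (adjusted p = 0.0915 from camera) at a ratio of 0.77 for these miRNAs (the median precursor had 0.88). LAC3 had 0.90 (adjusted p = 0.0533 from limma), none was called, and 4 were higher at an unadjusted p under 0.05 and when adjusted over the list alone.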

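The 11 squamosa promoter-binding-like genes, the family to which targets of miR156 belong, had a mean log2 fold change of 0.07 (adjusted p = 0.696 from camera) at a log2 ratio of miR156 reads of -0.39 by the paper's values, where the median precursor had -0.20. For 17 auxin response factors, some of them targets of miR160 or miR167, these values were 0.08 (adjusted p = 0.696 from camera) and -1.53 (the median precursor had 0.26), and for 8 TCP and GAMYB genes, some of them targets of miR319 or miR159, they were 0.07 (adjusted p = 0.716 from camera) and -0.05 (the median precursor had -0.57). Each family was taken whole, with members that the miRNA does not target, so these values do not stand for the targets alone. ARF1 was called higher (0.78, adjusted p = 0.0457 from limma), and it is the only called gene of these 3 families (adjusted over the list alone, 0 squamosa promoter-binding-like genes, 1 auxin response factor, and 1 higher and 2 lower of the TCP and GAMYB genes). Over 6 families, the log2 ratio of summed reads and the mean log2 fold change of the family's genes had Pearson's r = -0.05 (exact permutation p = 0.922) and Spearman's rho = 0 (exact permutation p = 1). Without the 2 families farthest from the median ratio r was 0.84, so the value rests on those 2 families. With the median over precursors in place of the sum, r was 0.31 (exact permutation p = 0.544, adjusted p = 0.922 for both relations) and rho was 0.46 (exact permutation p = 0.394), and r was -0.19 without 2 families. Precursors of one family went opposite ways in the paper's table, from -4.54 to 8.96 for miR166 and from -3.39 to 7.56 for miR156.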

We did not find a generalized relationship between the miRNA abundance and target gene expression levels (Additional file 4a). Instead, four types of relationships were recognized for a subset of miRNAs and their predicted targets (Additional file 4b), which included: (1) reduced miRNA abundance was correlated with up-regulated expression of target genes in *Osrdr1* relative to WT (Additional file 4b-i); (2) increased miRNA abundance was correlated with down-regulated expression of target genes in *Osrdr1* relative to WT (Additional file 4b-ii); (3) both miRNAs and their target genes were up-regulated in *Osrdr1* relative to WT (Additional file 4b-iii); (4) both miRNAs and their target genes were down-regulated in *Osrdr1* relative to WT (Additional file 4b-iv). The first two types of relationships supported a role of miRNAs in down-regulating expression of their predicted target genes. The last two types of relationships could be a result of concordant transcriptional regulation of the miRNAs and their target genes caused by another more upstream regulator(s) whose expression or activity was modified due to loss of function of *OsRDR1.* All small RNA data have been submitted to GenBank under the accession numbers of SRP042238.

### Locus-specific alteration of DNA methylation in *Osrdr1*

As the *Arabidopsis RDR1* has been shown to play a role in the non-canonical, NERD-dependent RdDM pathway [20,21], we were interested to know if *OsRDR1* might have a similar function in rice. We therefore examined cytosine methylation and gene expression levels of 10 selected genomic loci in *Osrdr1* and its sibling WT using bisulphite sequencing and qRT-PCR analysis. These loci overlapped with two transposable elements (TEs) and three protein-coding genes, which were chosen as representatives because they all showed alteration in smRNA clusters in *Osrdr1* relative to WT (Additional file 5). The bisulphite-sequenced regions for the two TEs (retrotransposon *Tos17* and DNA transposon *Pong*) included: (1) portions of the 5’- and 3’-LTRs together with their immediate flanking regions of two *Tos17* copies (located on chromosomes 10 and 7, respectively) (Additional file 5a, b); (2) the 5’ termini along with their immediate flanking regions of two *Pong* copies (located on chromosomes 2 and 9, respectively) (Additional file 5c, d), and; (3) a body-region of the transposase-encoding ORF of *Pong* (Additional file 5e) that is shared by all conserved copies of the element. The bisulphite-sequenced regions of the three protein-coding genes are all within their 5’-upstream regions (Additional file 5f, g, h).

The bisulphite sequencing results showed that: (1) of the five *Tos17* regions analyzed, only the 5’ LTR region for the *Tos17* copy located on chromosome 7 showed marked decrease (by *ca.* 30%) in CG and CHG methylation but not in CHH methylation in *Osrdr1* relative to WT (Figure 5a and Additional file 5b); (2) for the three *Pong* regions analyzed, only the 5’region of the copy located on chromosome 2 showed clear methylation changes: decrease in CG methylation by 20% and increase in both CHG and CHH methylation by approximately 30% and 50%, respectively, in *Osrdr1* relative to WT (Figure 5a and Additional file 5c); of the three genic loci analyzed, only one (*Os*06g0316000) showed increase in CG methylation by *ca.* 50% in *Osrdr1* relative to WT, while methylation of the other two regions were unchanged (Figure 5a and Additional file 5f).

**Figure 5:**
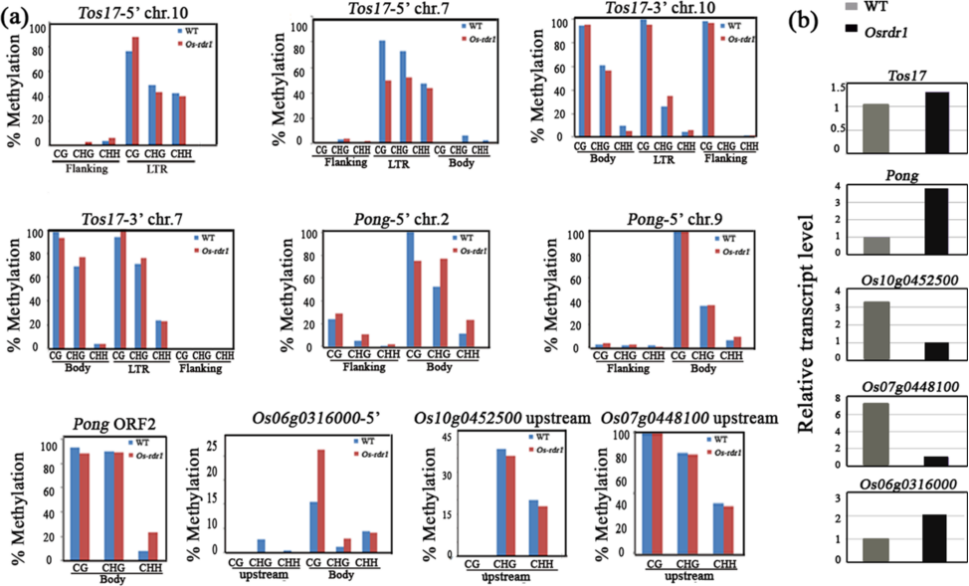
**Effects of null mutation of *OsRDR1 *on locus-specific alterations of DNA methylation in rice. (a)** Alteration in DNA methylation between *Osrdr1* and WT in the three cytosine sequence contexts, CG, CHG and CHH, based on bisulphite sequencing of 10 genomic loci from two transposable elements (TEs), *Tos17* (four regions) and *Pong* (three regions) and three genes (one region each). **(b)** Expression differences of the TEs and genes between *Osrdr1* and WT based on qRT-PCR analysis.

The two TEs showed significant up-regulation in *Osrdr1* relative to WT (Figure 5b), consistent with a decrease in methylation at the 5’ regions of one copy of each TEs in *Osrdr1* (Figure 5a). Notably, all the three genes analyzed did not show the expected relationship between DNA methylation state of their 5’-regulatory regions and expression levels. Specifically, one gene (*Os*06g0316000) that showed increase in CG methylation in *Osrdr1* was up-regulated in expression (Figure 5b); the remaining two genes showed down-regulation in *Osrdr1* relative to WT despite the lack of methylation changes in the bisulphite-sequenced regions (Figure 5b).

We next investigated possible relationships between smRNA accumulation and DNA methylation. We found that almost all of the altered CHH methylation was associated with changes in smRNA clusters. For example, the increased CHH methylation of the *Pong* copy located on chromosome 2 was associated with a moderate increase in smRNA accumulation, whereas the slight decrease in CHH methylation in the flanking region and the increase in CHH methylation in the gene body region of the *Pong* copy located on chromosome 9 were associated with moderate decrease and increase in smRNA accumulations, respectively (Additional file 5c). These positive correlations of smRNA accumulation and CHH methylation suggests that *OsRDR1* plays a role in the *de novo* CHH methylation in a subset of genomic loci in rice, probably by affecting the production/accumulation of smRNAs required for RdDM, as shown in *Arabidopsis*[20,21]. The locus-specificity of methylation changes or the two analyzed TEs indicated that their methylation patterns were determined by either or both the flanking sequences and the local chromatin environment, an issue which warrants further investigations.

### Phenotypes in *Osrdr1* under normal and abiotic stress conditions

It is known that various stress conditions may produce protracted effects on genome stability, leading to transgenerational changes in genome structure, which are proposed to have been initiated by epigenetic mechanisms [31-37]. We were therefore interested to know if *OsRDR1* may play a role in stress response in rice. We quantified phenotypes between *Osrdr1* and WT plants under normal and several short-term abiotic stress conditions (*see* Materials and Methods), which included treatments with salt, heavy metals Cu^2+^and Hg^2+^, and overdose nitric oxide (NO). The results showed that no phenotypic difference was found between *Osrdr1* and WT under normal condition, but significant ephemeral phenotypic differences between the two genotypes emerged in some of the different stress conditions (Figure 6). Specifically, (1) seedlings of *O*s*rdr1* were more sensitive than WT to salt and overdose NO treatments, as being reflected by reduced plant height, root length and biomass at the seedling stage, with the difference in plant height and root length being persisted to the heading stage after removal of the stresses; (2) Seedlings of *Osrdr1* showed increased tolerance to heavy metal Cu^2+^/Hg^2+^ as indicated by increased root length, but upon removal of the stresses the differences were gradually attenuated and completely disappeared at the heading stage; (3) When both unstressed and the transiently-stressed plants of the mutant and WT were grown to maturity, no difference in plant height, tiller number, panicle and kernel traits was observed between the two genotypes. Collectively, our results suggest that *OsRDR1* has a potential function in stress response in rice, but the effects are contingent with presence of stresses without exerting protracted influence when the stresses are removed.

**Figure 6:**
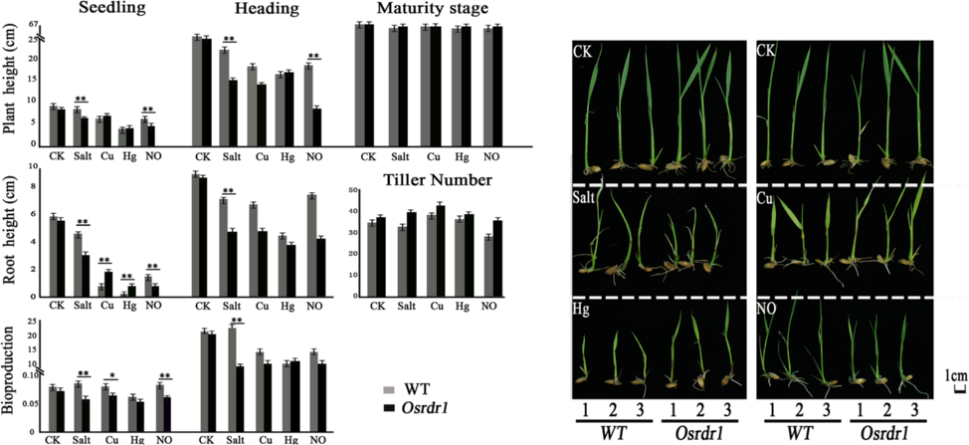
**Effects of null mutation of *OsRDR1 *on phenotypes under normal and abiotic stress conditions in rice.** Phenotyping of *Osrdr1* and WT plants at three growth stages under normal condition and four abiotic stress conditions (salt, heavy metal Cu^2+^, heavy metal Hg^2+^ and overdose NO).

## Discussion

RNA silencing pathways have been well characterized in the dicot model plant *Arabidopsis* but remain poorly studied in other plants like monocots to which many major crops belong. Utilizing a retransposon *Tos17* insertion mutant of *OsRDR1* in rice, we performed genome-wide analysis to unveil the function of *OsRDR1*, a component recently shown in *Arabidopsis* to be involved in non-canonical, 21 nt siRNA-directed RdDM pathway [20,21], on expression of endogenous genes. By deep sequencing of smRNAs and microarray analysis of gene expression in the *Osrdr1* mutant and its sibling WT, we showed that the expression of > 1,000 genes were significantly changed in *Osrdr1* relative to WT, suggesting that *OsRDR1* plays a role in genome-wide gene regulation in rice. In addition, the *Osrdr1* mutant showed regional alterations in smRNA accumulation and/or titration across the rice genome, and at least some of which are associated with locus-specific alteration of DNA methylation.

Among the differentially accumulated smRNAs, many were miRNAs both previously known and newly identified in this study. Expression changes in many of these miRNAs are associated with changes in their target gene expression, which could partly be responsible for the gene expression changes observed in the *Osrdr1* mutant relative to WT. The mechanism by which mutation of *OsRDR1* caused changes in miRNA expression in rice was not clear. It was found in *Arabidopsis* that none of the RDRs has a direct role in miRNA biogenesis [2,38]. However, RDRs could impact miRNA accumulation indirectly by either affecting miRNA precursor gene expression through the TGS or PTGS pathways [1,2,38] or generating dsRNAs that compete for DCL1 function that is required for miRNA biogenesis [1,2].

Our results suggested that *OsRDR1* might play a role in maintaining the intrinsic locus-specific DNA methylation patterns, as its mutation caused alteration of methylation at some of the loci we analyzed. In particular, the changes in CHH methylation, which are indicative of *de novo* methylation by the RdDM pathway, showed correlation with changes in smRNA accumulation. In the respect of reduced CHH methylation and concomitant reduced smRNA accumulation, *OsRDR1* may functionally resemble the *Arabidopsis RDR1* and plays a role in the 21 nt siRNA-dependent non-canonical RdDM pathway [20,21]. However, some of the analyzed loci showed increased CHH methylation that is associated with increased smRNA accumulation in *Osrdr1*. We should caution that because we analyzed only 10 loci, the results observed may not be extrapolated to global scale. In *Arabidopsis*, it was documented that mutation of *RDR1* resulted in near complete loss of methylated cytosine of all three sequence contexts (CG, CHG and CHH) within the 4,949 CHH hypomethylation DMRs (differentially methylated regions) between *drm*1/2 and WT [20]. Therefore, genome-wide methylation analysis (methylome) of the *Osrdr1* mutant will be required to confirm whether *OsRDR1* plays a similar role globally in rice.

Previous studies in *Arabidopsis* and *Nicotiana* have defined an established role of RDR1 in plant virus responses [24,26,27]. We showed here that *Osrdr1* exhibited no phenotypic differences from its sibling WT plants under normal growing condition, but displayed ephemeral phenotypic fluctuations contingent with presence of several abiotic stress conditions. This observation, together with the enriched GO categories including those involved in metabolic process of the differentially expressed genes between *Osrdr1* and WT (Figure 2b), suggest that the effects of altered gene expression due to *OsRDR1* mutation has been largely canalized under normal condition but can be released by certain abiotic stress conditions [39], an issue that merits further investigations. Regardless, our results suggest that, apart from its established role in the production and amplification of exogenous, virus-derived siRNAs (vsiRNAs) in infected plants [26,27], the rice *RDR1* homolog (*OsRDR1*) might also play a role in certain abiotic stress responses, which however may not involve stable epigenetic changes in this respect. In this regard, it should be emphasized again that the genome-wide analyses of both smRNA profiles and gene expression in *Osrdr1* were conducted on plants grown under normal conditions. Therefore, further studies are needed to conduct the analyses in plants of the mutant and WT under both short- and long-term stress conditions. It would also be interesting to analyze the progeny of stress-treated *Osrdr1* plants to investigate if *OsRDR1* is involved in transgenerational inheritance of stress-induced epigenetic changes, if they occurred.

## Conclusions

How *RDR1* affects global gene expression and smRNA profiles have not been previously investigated in any plant species. By analyzing a null mutant of the rice *RDR1* gene (*OsRDR1*), we showed that expression of more than 1,000 endogenous genes of diverse gene ontology (GO) categories were significantly altered in the mutant, indicating a functional role of *OsRDR1* in regulating endogenous gene expression in rice. By smRNA deep-sequencing, we found that extensive alteration in smRNA clusters occurred across each of the 12 rice chromosomes in the mutant, indicating a role of *OsRDR1* in smRNA biogenesis and/or titration in rice. We also found that at least some of the gene expression changes are correlated with differences in miRNAs. We further showed that changes in smRNAs can be concomitant with locus-specific alteration of cytosine methylation primarily of the CHH contexts, thus linking *OsRDR1* to DNA methylation in rice. Finally, we showed that whereas no apparent phenotypic abnormality was associated with loss of function of *OsRDR1*, ephemeral phenotypic fluctuations could be generated by various short-term abiotic stress conditions as a result of *OsRDR1* mutation, suggesting a role of *OsRDR1* in plant abiotic stress response.

## Methods

### Plant materials

Based on information about the rice retrotransposon *Tos17* insertion lines (http://tos.nias.affrc.go.jp/), we obtained a line (#RDR704) of rice cultivar Hitomebore with *Tos17* being inserted into the second exon of *OsRDR1* in a heterozygous state (accession # H0643). According to BlastN search at the NCBI website (http://blast.ncbi.nlm.nih.gov/Blast.cgi), we found that rice contains a single copy of the insert gene (*OsRDR1*). The three *OsRDR1* genotypes, WT (*RDR1/RDR1*), heterozygous (*RDR1/rdr1*) and homozygous mutant (*rdr1/rdr1*) were identified by two pairs of specific primers (Figure 1a). Specifically, WT was identified by a pair of primers anchored within the *OsRDR1* gene but flanking the *Tos17* insertion site; homozygous mutant was identified by a pair primers with on anchored to the *OsRDR1* gene and the other one targeting to the terminal of *Tos17*; and the heterozygote was identified by combinations of both types of primers. The heterozygotes of *OsRDR1*(+/−) were selfed for five successive generations, and in each of the first four generation (S1-S4) only heterozygous individuals were selected based on PCR identification. At the last generation (S5), the newly segregated homozygous mutant, i.e., *OsRDR1*−/− (designated as *Osrdr1*), and its sibling wild type (WT), i.e., *OsRDR1*+/+, were selected and propagated for an additional generation to have sufficient seeds for this study. In this way, the mutant and WT should be genetically identical except for the locus in concern, i.e., *OsRDR1*. Seeds of the two genotypes were thoroughly washed with distilled water and then germinated in the dark in Petri dishes containing distilled water at 28°C. After a 2-day incubation, germinated seeds were transferred to a greenhouse at 26°C under 16 h/8 h light/dark regime for the four kinds of abiotic stress treatments: 0.15 mMol/L NaCl (salt), 0.25 mMol/L CuSO_4_ (heavy metal Cu^2+^), 0.25 mMol/L HgCl_2_ (heavy metal Hg^2+^), 1 mMol/L Sodium nitroferricyanide(III) dehydrate (SNP, for NO stress) in Hoagland nutrient solution for 7- day. Mock controls (CK) were grown in parallel. Then, all seedling plants were transplanted to normal paddy field. Plants were surveyed at appropriate growth and developmental stages, seedling, heading and maturity.

Genomic DNA was isolated from seedlings of *Osrdr1* and WT at the same developmental stage using a modified CTAB method. Total RNA was isolated from the same seedlings with the Trizol Reagent (Invitrogen) according to the manufacturer’s instructions. The RNA was then treated with RNase-free DNase I (Invitrogen) to eliminate possible genomic DNA contamination before being reverse transcribed with the SuperScript RNase H- Reverse Transcriptase (Invitrogen).

### SmRNA library construction and sequencing

Total RNA was prepared for smRNA sequencing based on the Illumina Sample Preparation Protocol. The samples were quantified and equalized so that equivalent amounts of RNA from *Osrdr1* and WT were analyzed. In brief, total RNA was purified by electrophoretic separation on a 15% TBE-urea denaturing PAGE gel and smRNA regions corresponding to the 15–30 nucleotide bands in the marker lane were excised and recovered. The 15–30 nt smRNAs were 5’ and 3’ RNA adapter-ligated by T4 RNA ligase and at each step length validated and purified by urea PAGE gel electrophoretic separation. The adapter-ligated smRNA was subsequently transcribed into cDNA by Super- Script II reverse transcriptase (Invitrogen) and PCR amplified, using primers that anneal to the ends of the adapters. The amplified cDNA, too, was purified and recovered. The final quality of the library was ensured by validation of the size, purity and concentration using an Agilent Technologies 2100 Bioanalyzer. The two constructed cDNA libraries subsequently underwent Solexa/Illumina’s proprietary flowcell cluster generation and bridge amplification.

### Analysis of smRNA clusters

SmRNA reads of 18-26 nt in size were counted within every sliding 100 bp window along the rice genome. The reads were normalized to RPM (reads per million), and comparison was then made between *Osrdr1* and WT plants using the median RPM values, which are denoted as X for *Osrdr1* and Y for WT plants. The fold value was calculated by the formula log_2_X-log_2_Y = log_2_(X/Y).

### Affymetrix GeneChip® Rice Genome Array

The microarray transcriptional profiling was performed by the Affymetrix, Inc. in the Gene Company Ltd. (Shanghai, China), using procedures described in the GeneChip® Expression Analysis Technical Manual.

### Real-time quantitative (q) reverse transcriptase (RT)-PCR analysis

The qRT-PCR experiments were performed using SYBR Premix *Ex* Taq (TOYOBO) according to the manufacturer’s instruction on a Roche LightCycler480 apparatus (Roche Inc.). The primers for amplifying the 18 studied genes were designed using the Primer 5 software and listed in Additional file 6. Primers for qRT-PCR analysis of transposase genes were described in a previous report [40]. Expression of a rice *β-actin* gene, *eEF* gene and *UBQ5* gene were used as internal control with the primer pairs of5’-atgccattctccgtctt and 5’-gctcctgctcgtagtc; 5’-tttcactcttggtgtgaagcagat and 5’-gacttccttcacgatttcatcgtaa; 5’-accacttcgaccgccactact and 5’-acgcctaagcctgctggtt, respectively. Conditions of RT-qPCR were as reported [40].

### Hemi-nested RT-PCR for detecting miRNA expression

Four miRNA-specific oligonucleotide primers were designed according to a previous report [41,42] to reverse transcribe the specific miRNAs, and four pairs of specific primers corresponding to the RT primers were designed to amplify the cDNA (Additional file 6). RT-PCR was performed as previously described [41,42].

### Bisulphite sequencing

DNA (~1 μg) from each plant was treated with bisulphite using the EZ DNA Methylation-Gold Kit and amplified using specific primers (Additional file 6). Bisulphite PCR product was cloned into vector NTI and positive clones were sent for sequencing. The results were analyzed using analysis software on the website http://katahdin.mssm.edu/kismeth based on a previous report [43].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

NW and DZ carried out major parts of the experiments, analyzed the data and drafted the manuscript. ZHW, HWX, JM, HW, WH, YL, XYL, CYZ, OXF and NL participated in all the experiments. BL and MBW designed the work and finalized the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 Chromosomal distribution of differential smRNA clusters between *Osrdr1* and WT for a selected subset smRNAs in the size ranges of 20–24 nt. Where x axis is the length of chromosome (Per 100 bp window) and y axis is the value of different RPMs (log value, base 2). The vertical blue lines denote centromeric regions in each chromosome. Click here for file

Additional file 2: Table S1 List of expression of known miRNAs between *Osrdr1 and* wide-type. Click here for file

Additional file 3: Figure S2 Putative novel miRNAs identified from *Osrdr1* and wide-type. (a) The sequences, expression status including read counts, and genomic locations of the novel miRNAs. 5p, the mature miRNA sequence resides in 5’ half of the predicted stem-loop structure; 3p, the mature miRNA sequence resides in 3’ half of the predicted stem-loop structure. mfe, minimum free energy. (b) The predicted stem-loop structure of precursor RNA of the novel miRNAs. The mature miRNA sequence inside the stem-loop is indicated by a red line, and the 5’ to 3’ direction of a miRNA is indicated by an arrowhead. Click here for file

Additional file 4: Figure S3 (a) Correlation of expression of known miRNAs and their targets. (b) Pairwise comparison between expression levels of known miRNAs and their targets. Yellow and blue columns represent target and miRNA expression levels, respectively. *Y*-axis indicates the values of log_2_ fold change. Click here for file

Additional file 5: Figure S4 Regional association between smRNA clusters and DNA methylation for each of the 10 assayed genomic loci from two transposable elements (TEs), *Tos17* (four regions) and *Pong* (three regions) and three genes (one region each). The red, blue and green circles denote for CG, CHG and CHH sequence contexts, respectively, wherein the filled ones are methylated and empty ones are unmethylated. Click here for file

Additional file 6: Table S2 Primers for qRT-PCR assay of 18 genes, bisulfite sequencing of 10 loci and semi-nested qRT-PCR analysis of four miRNAs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

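Gene expression was measured in shoot tips of rice seedlings, in 3 *Osrdr1* and 3 sibling WT samples, each on 1 Affymetrix Rice Genome Array. The authors deposited log2 values for 57381 probe sets, made from the scans by RMA in Affymetrix Expression Console according to the submitters' processing notes. The version of that program, its library files and any detection calls are not given in the sources used here. RMA had already corrected the background, equalized the quantiles between arrays and combined the probes of each probe set, so none of these steps was repeated. All columns of sample values belong to these 6 samples. The samples were grouped by genotype as their labels and the paper give it. The small RNA, bisulphite and qRT-PCR measurements of the paper were not analysed here, apart from its Table S1 of miRNA values.

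The 57258 probe sets that are not controls were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the only term), and p-values were adjusted by the Benjamini-Hochberg method. A probe set was called at an adjusted p under 0.05, with no minimum fold and no filter on dim probe sets. The paper's text names neither a test nor a threshold for its array calls. Later steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated arrays with 200 of 57258 probe sets changed, limma made 172 calls, of which 2.9% were false, and recovered 71% of the changes of 1 and 96% of the changes of 2 on the log2 scale. Camera called the 1 shifted list among 40 simulated ones and 0 others. The simulated probe sets varied independently of each other, so this does not show how often camera calls lists of correlated genes wrongly. In the 8 lists called on the real arrays, the estimated correlation ran from 0 for the ribosome to 0.61 for photosystems.

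Probe sets were named through the array's annotation and a table of rice genes, whose coordinates were used only for the order of genes and are not printed, since the build behind the paper's map is not given in the sources used here. Of the tested probe sets, 22436 have 1 gene, 95 have several and 34727 have none in these tables. For the tests by gene, the probe set with the highest mean over the 6 arrays stood for each of 17905 genes. OsRDR1, the other loci that the paper names by locus number, Tos17 and Pong could not be matched to probe sets by these tables, so the planned checks of OsRDR1 and of the genes near it were not run.

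The tests, the alternatives, the gene lists and the rule for the genes named in the text were set before the data were examined, apart from the arms of chromosome 9, the log2 reading of the miRNA changes and the tests and genes that the text names as chosen later. The rule names every rice gene the paper names, the 12 named genes with the largest log2 fold change in each direction among those called and separate in all arrays, and up to 4 called members with the smallest p of each gene list that was called or has called members. The gene lists had been written as patterns on gene descriptions. The tables hold names but no descriptions, so each list was rewritten as gene names after the tables were seen and before any difference between genotypes was computed. The lists therefore hold only genes with a name. Of 42 lists with measured genes, 36 had at least 5 and were tested. Lists were tested with camera at a preset correlation of 0.01, and with camera at an estimated correlation and with fry as alternatives. Called genes were counted in each list with Fisher's exact test against 2440 named genes.

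The distribution over chromosomes was tested with a chi-square test of called against not called genes and 100000 random draws, and the arms of chromosomes 4, 8 and 9 with Fisher's exact test. Correlations across miRNA families used exact permutations. The alternatives changed the filter on dim probe sets, the scaling of arrays, the variance model, the fold minimum, the use of replicate numbers and the arrays included. The precision is limited by the number of arrays, 3 for each genotype.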

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

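Of the settings compared here, the place of the centromere on chromosome 9 relative to the outermost tested genes was chosen after the data were seen. Of 1191 called probe sets, 1056 were also called with median centring, 1073 after quantile normalization, 1178 with a trended and robust variance and 1190 with array weights, while the number of calls varied widely. Against 901 higher and 290 lower probe sets, limma called 1415 and 566 with the brighter 50% of probe sets only, and 1762 and 723 with only the brightest, as many as the numbers in Fig. 2a add up to. It called 1041 and 180 with median centring, 963 and 626 after quantile normalization, 1847 and 849 with a trended and robust variance, 2399 and 1344 with array weights, and 1419 and 648 with 1 probe set per gene. A 2-fold minimum left 108 and 36, an unadjusted p with 2-fold gave 131 and 73, 2-fold alone gave 133 and 108, and an unadjusted p with 1.5-fold gave 949 and 328. Fewer probe sets tested and a fold minimum change the counts by construction, and for the others the cause was not tested. With 1 array left out, counts ranged from 0 to 801 higher and from 0 to 419 lower. They were 0 without *Osrdr1* replicate 1 or 3 (6345 and 6426 at an unadjusted p under 0.05), and 807 calls were shared without WT replicate 3. With the replicate block limma called 0 and 0 (6862 at an unadjusted p under 0.05). No sign was seen that the replicate numbers pair the arrays. Deviations of arrays with the same number had correlations of 0.14, -0.15 and -0.27, and arrays did not all correlate best with their own number. Deviations from a mean of 3 arrays depend on each other, so these correlations cannot exclude a day or batch shared by number.

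By chromosome, the statistic of 2.54 became 141 with equal numbers expected (permutation p = 1e-05, the smallest possible), which follows from the unequal numbers of tested genes, and was 5.68 and 7.57 in the other settings. Of 36 lists 8 were called by camera, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 5 by fry, and 7 to 12 with 1 array left out. By fry 2 of the 8, chlorophyll synthesis and the ribosome, were called, 6 were not (adjusted p from 0.0511 to 0.142), and the MYB factors, the peroxisome and the miR166 targets were called besides. The enrichment of peroxisome genes ended with the brighter probe sets only (0 lists) and at an unadjusted p with 2-fold, where the knotted homeobox genes were enriched instead (2 of 6, OSH1 and OSH71, Fisher's exact adjusted p = 0.0373). On another probe set the sign turned for GLUA-2 (-0.11), MYBS2 (-0.03) and OsC3H12 (-0.02), the call was lost 11 times more and kept 5 times, and the cause was not tested. Of 58 called named genes, 55 kept their call with median centring and 55 after quantile normalization. With 1 array left out such calls were lost 280 times and kept 68 times. The checks on OsRDR1 and on the genes near it were not run. Dim probe sets lie near background, which limits what their values can show.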

Differences from the paper's values

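The placing of the arms of chromosome 9 and the reading of miRNA changes on the log2 scale were chosen after the values were seen. The paper gives 22,419 genes as conserved between the genotypes, and 56067 probe sets were not called here. The number was 26648 with the brighter probe sets only, 21109 with only the brightest, and 15838 with 1 probe set per gene, each within 1.5 times the paper's number. These 3 alternatives were set before the data were examined, but each number follows largely from how many probe sets were tested. With only the brightest, as many were tested as the numbers of Fig. 2a add up to, so 21109 is near the paper's number by construction. That setting called 1762 higher and 723 lower, against the paper's 896 and 279. Under the other alternatives the number not called lay further away, from 53515 with array weights to 57258 with the replicate block. The paper states no threshold for its calls.

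For the distribution over the chromosomes, the paper's P is 2.2E-16, and the p here is 0.996. Of the alternatives set before the data were examined, equal expected numbers on all chromosomes gave 1.23e-24, on the paper's side of 0.05, while calls at an unadjusted p with 2-fold gave 0.894 and the brighter probe sets gave 0.752. The last 2 lie above the paper's P. The first lies below it, but 2.2E-16 is also the limit that software such as R prints for any smaller p, so these values are not known to differ.

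The paper states that chromosomes 1, 2 and 3 hold significantly more differentially expressed genes than the rest. They hold 335 called genes against 482 on the other 9, but the share of tested genes called was 4.63% against 4.52% (Fisher's exact p = 0.715). In number of called genes, chromosomes 3, 1 and 2 do come highest, with 120, 119 and 96.

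The paper states that on chromosomes 4, 8 and 9 the genes lie almost only on the long arms. On the long arm were 58 of 67 called genes of chromosome 4 and 37 of 56 of chromosome 8, and their share among tested genes was 4.17% against 5.03% on the short arm of chromosome 4 and 5.07% against 3.99% on chromosome 8. On chromosome 9, with the arms placed after the data were seen, 42 of 43 called genes lay on the long arm, as did 915 of 962 tested genes.

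For the miRNAs of Table S1, the paper gives 90.7% as expressed about equally. With a change of up to 2-fold the share was 78.1%, and with a change of up to 2 on the log2 scale, the scale of the table, it was 90.7%.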

Other observations

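The tests of WT replicate 3 on the number of calls and on whole gene lists were chosen after their results were seen, and those on OSH1, the clock genes, the called greening genes and neighbouring genes after the called genes, OSH71 among them, were seen but before the values they measure. Single probe sets were picked, and the genes of the response to low oxygen compared between single arrays, after their values were seen. The largest measured increase on the arrays was in a probe set not matched to a gene here, at 3.86 ± 0.25 in WT and 6.62 ± 0.18 in *Osrdr1* (SD, n = 3), a log2 fold change of 2.76 (adjusted p = 0.00758 from limma). Another such probe set had 2.41 (adjusted p = 0.0109 from limma). LOC4349509, a gene without a name, was higher on both of its probe sets, by 2.22 and 1.96. In the other direction, a probe set not matched to a gene went from 6.7 ± 0.30 in WT to 4.49 ± 0.17 in *Osrdr1* (SD, n = 3), a log2 fold change of -2.21 (adjusted p = 0.00758 from limma), and another had -1.98. The levels of 3.86 and 4.49 lie below the median of every array and, without detection calls, are not known to be above background, so the sizes of these differences are not exact.

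Aquaporin genes that are neighbours on chromosome 7 gave different values, and the difference between them was not tested. PIP2-4 had a log2 fold change of -2.85. PIP2-5 had -0.49 (adjusted p = 0.465 from limma), at a low level of 4.5 in WT. PIP2-1, with only PIP2-5 between it and PIP2-4 among measured genes, has 3 probe sets, of which 1 had 1.59 (adjusted p = 0.0228 from limma) at a level of 6.35 ± 0.45 in WT (SD, n = 3), and the other 2 had 0.01 and -0.04 at levels of 13.27 and 13.06. Of 41 dehydration and salt genes 2 were called higher, TIP4-1 (0.61) and the kinase SAPK9 (0.75), and 2 lower, PIP2-4 and SAPK7 (-0.40), and the list was not shifted (adjusted p = 0.76 from camera). Of 131 membrane transporters 5 were called higher, among them AMT2-1 (0.85), HAK22 (0.81) and HAK18 (0.52), and 1 lower, with an adjusted p of 0.0563 from camera for the list. Of 4 Calvin cycle genes, too few for a list test, OsrbcS (0.52) and RPE (0.48) were called higher. CYP707A6, which breaks down abscisic acid, had 0.87, and the ascorbate peroxidase APX8 had 0.81. Of the knotted homeobox genes OSH45 rose by 0.67 and OSH71 was lower (adjusted p = 0.149 from camera for the list). In total 28 of 36 lists were not called by camera, with adjusted p from 0.0556 to 0.865, though fry called 3 of them (MYB factors, miR166 targets and peroxisome). DNA methylation is among the 28 (adjusted p = 0.259 from camera), and its gene CMT3 had -0.41 (adjusted p = 0.0797 from limma).

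Of 6 genes of the response to low oxygen, 4 separated WT replicate 2 from the other 5 arrays, and 2 pyruvate decarboxylase genes did not (12.32 there against 12.25 in WT replicate 1, and 5.49 there against 5.49 to 5.85). The hemoglobin genes NSHB1 and NSHB2 had log2 values of 12.43 and 11.85 there, against 10.32 to 11.13 and 9.27 to 10.4 elsewhere. On the mean of the 6 genes WT replicate 2 lay at 1.47, and the other arrays at -0.56 to -0.15. The list was not called between the genotypes (adjusted p = 0.28 from camera, 0 genes called by limma, 1 at an unadjusted p under 0.05). No explanation of this was tested.

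By camera, genes of chlorophyll synthesis and photosystems were higher and genes of cell division lower in *Osrdr1*, calls that were lost with an estimated correlation (adjusted p = 0.594, 0.618 and 0.671) and, for photosystems and cell division, by fry (adjusted p = 0.0511 and 0.142). In 0 of these 3 lists was WT replicate 3 the WT array farthest from *Osrdr1*, a comparison chosen after the values were seen. Its means over the lists lay at -0.15, -0.12 and 0.05. Those of WT replicate 1 were -0.20, -0.22 and 0.17, and those of WT replicate 2 were -0.16, -0.08 and 0.06. WT replicate 3 thus did not widen these 3 differences in means, which excludes no other effect of that array. The adjusted p from camera without WT replicate 3 (1.96e-05, the larger of chlorophyll synthesis and cell division) decides nothing, as the 2 calls held with any array left out. The same holds for the medians of called genes (0.60 without it and 0.59 with it for PORA, CAO and the Calvin cycle genes OsrbcS and RPE, -0.56 and -0.57 for 6 cell division genes). In the called phenylpropanoid and terpenoid list WT replicate 3 was the farthest, at -0.24 against -0.09 and -0.07 for WT replicates 1 and 2. In the ribosome list it lay level with WT replicate 1 (0.05), and in the remaining called lists it was not the farthest. A smaller share of shoot apical meristem in the *Osrdr1* tips is a candidate explanation, as OSH1, which marks the meristem, had a log2 fold change of -2.48 (95% interval -4.2 to -0.75), below the median of -0.57 of those 6 genes, though its adjusted p was 0.162 from limma and the arrays of the genotypes overlapped on this probe set, where 2 of the *Osrdr1* values (4.62 and 3.71) are not known to be above background, so that size and interval are not exact (on its other probe set, -1.83 with an adjusted p of 0.0617 from limma, the arrays did not overlap). Within a genotype the arrays did not follow OSH1. *Osrdr1* replicate 3, lowest in OSH1 (3.71), had a cell division mean of -0.05, and *Osrdr1* replicate 2 (4.62) had -0.21. WT replicate 2, highest in OSH1 (8.28), had 0.06, and WT replicate 1 (7.63) had 0.17. With 3 arrays per genotype this does not decide the question. A different time of harvest cannot be told apart from these values, because 0 of 7 clock genes were called by limma (5 at an unadjusted p under 0.05), yet the widest bound of their intervals reached 1.13, with LHY at 0.43, PRR1 at 0.26 and GI at 0.49 in the same direction. The mutation itself remains open and was not tested apart from these.

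The number of calls is the next pattern. Splits of the 6 arrays into 3 and 3 number 10, too few for a share under 0.05, and 1 of them, the real one, gave 901 higher and 290 lower probe sets, while the highest of the others gave 0. An effect of WT replicate 3, which had the lowest array weight (0.29), as the source of the calls is argued against, since without it 801 higher and 419 lower probe sets were called and 807 of 1191 calls were shared. That 100% of the called probe sets then had the same sign and at least 50% of their log2 fold change decides nothing, because this was so with any of the 6 arrays left out. No biological explanation of the number was tested.

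As sibling lines can differ in a segment linked to the insertion, the grouping of called genes along the chromosomes was tested. The fullest stretch of 50 neighbouring tested genes, on chromosome 7, held 9 called genes, 7 higher and 2 lower. The fullest stretch in random draws held a median of 9 (permutation p = 0.502 from 1000 draws), which argues against a segment that accounts for many of the calls. Genes that are not matched to a probe set here are outside this test.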
